A study of Mus musculus with 8 samples. Its data were reported in "YY1 binding is a gene-intrinsic barrier to Xist-mediated gene silencing" (2024).

How the data were processed

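YY1 ChIP-seq and input chromatin libraries came from uninduced mESCs (day 0) of the lines iXist-ChrX-Dom and iXist-ChrX-Cast. Groups were taken from the sample titles, which give 4 groups of 2 libraries each. The libraries titled Cast carry the Dom line in their source label, and the titles were followed. Both deposited sets pool the lines, so this does not touch any value here.

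Per the submitters' processing notes and the methods of the study, paired reads were aligned with Bowtie2 2.3.5.1 to mm10 N-masked at strain SNPs, duplicates were removed with Picard, and peaks were called with MACS2 on each of the 4 ChIP libraries. SAMtools and deepTools 3.5.0 are also named. Regions where peaks of at least 2 libraries overlap were kept as the consensus, and a consensus of broad regions called in the 4 input libraries was subtracted. A filter on mapping quality is not given in the sources used here. The deposited YY1 set gives a position and a score for each peak. The study's methods say that the authors annotated peaks with an enrichment score from BAM coverage (BAMscale), and that is probably the deposited score, but the file itself does not define it. The score was therefore used only to describe, rank or filter peaks within this set. The deposited input set gives positions, and its score column is 0 throughout. Read counts per library, depth and values per replicate are not given in these files, so the precision stated is that of counting peaks, genes or regions.

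Positions were checked against the chromosome lengths of GRCm38, and sequence, soft-masking and genes were taken from that assembly with its NCBI RefSeq annotation. A peak was a promoter peak if it overlapped 500 bp either side of any annotated TSS and distal otherwise. A protein-coding gene was a direct target if a peak covered the base of any of its TSSs, a definition taken from the study's methods. Other peaks were placed by their midpoint in a coding, untranslated or non-coding exon, an intron or intergenic sequence. A peak counted as masked if at least 90% of its bases were lower-case in the reference. For each peak, the share of its 81-base windows that occur at a single place in the assembly on either strand was computed, 81 bases being the read length, and read pairs can be placed better than single windows. CpG-rich promoters had a GC fraction of at least 0.55 and an observed-over-expected CpG ratio of at least 0.65 within 500 bp of a TSS. The motif AANATGGCG was searched on both strands in each peak and in a region of equal width 5 kb away that overlapped no peak. Clusters were runs of at least 5 peaks, each within 20 kb of the next.

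Shares were compared with two-sided Fisher's exact tests, with conditional odds ratios and exact 95% intervals, and single shares carry Wilson 95% intervals. Peaks and flanks were compared with the exact McNemar test, with p written as 1e-300 where it was smaller. The X chromosome was ranked against the 19 autosomes. Overlap with TSSs was compared with 1000 circular shifts. The gene lists, matched by symbol, were tested where at least 5 members were measured, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. Silencing and expression classes of X-linked genes and classes of REs were taken as listed with the study. The gene classes come from earlier published work on RNA libraries and the RE classes from the study's ATAC-seq libraries, all other than these, and only class membership was used. In the silencing lists 3 entries matched no X-linked gene of the annotation and were left out, and matched non-coding genes (18 in the Cast list and 11 in the Dom list) were kept.

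Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, numba 0.67.0, pyfaidx 0.9.0.4, Biopython 1.88 and matplotlib 3.10.9. The list test, the shift test and the motif search were tested on simulated data. In 20 runs over 21774 genes with 6 lists planted at 40% targets against 10%, the list test recovered 95.8% of planted lists and called 1.09% of the others. The shift test called 5% of 20 random peak sets, and the search found all planted motifs (100%) in 2000 random sequences, of which 1.9% held one by chance.

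Groups, tests, gene lists, the genes to be named and most alternatives were fixed before the data were examined. Genes were named by this rule: the slow-silencing direct targets of the Cast list, up to 40, with values for the 10 widest peaks; the 10 genes with the widest TSS peak; a fixed list of loci; for each gene list past the threshold the members with the 3 widest TSS peaks; and the 5 clusters with most peaks, genome-wide and on the X chromosome. Ddx3x, the slow target with the narrowest peak, falls outside the limit of 40 and is named because it is a fixed locus. Some genes that the rule takes are not reported here. Alternatives changed 1 choice at a time, except that 1 restricted REs by position and CTCF together: wide peaks only, peaks more than 10 kb from an input region only, other TSS windows and annotations, CpG-rich backgrounds, other motifs, motif searches in 200 bp around the midpoint, peaks within 20 kb counted as 1, other cluster definitions, and strata of expression, RE position and CTCF. Filters on score, on soft-masking under 50%, to curated transcripts and to protein-coding genes of the silencing lists, and the restrictions to distal REs alone and to REs without CTCF alone, were chosen after seeing the data.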

Results

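YY1 (Yin Yang 1) is a zinc-finger transcription factor that binds many promoters and enhancers and can activate or repress genes. Its binding was mapped by ChIP-seq, with an antibody against the endogenous protein, in interspecific XX mouse embryonic stem cells (mESCs). The lines iXist-ChrX-Dom and iXist-ChrX-Cast carry a doxycycline-inducible Xist allele on the domesticus or the castaneus X chromosome, and Xist, the non-coding RNA that silences the chromosome it is made from, was not induced in these libraries (day 0). The series holds 8 libraries, 4 YY1 ChIP and 4 input chromatin, in 4 groups of 2 libraries. The authors called peaks library by library and consolidated them into 1 set of YY1 peaks and 1 set of input regions, so no value here has a replicate error, the lines could not be compared, and the depth of each library is unknown. Fisher's exact tests were two-sided, treated peaks, genes or regions as independent units and covered no spread between libraries, and all 95% intervals cover counting error only. Coordinates are 1-based in mm10 (GRCm38). The score given for a peak is the authors' own value, and its definition is not stated in the file.

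The consensus set held 6455 YY1 peaks, of which 5901 lay on autosomes, 521 on the X chromosome and 33 on the Y chromosome. Peaks were 52 to 9843 bp wide with a median of 491 bp, and 2516 of them (39.0%) lay within 500 bp of an annotated transcription start site (TSS). These are called promoter peaks and the rest distal peaks. The X chromosome had a smaller share of promoter peaks and a larger share of distal peaks than the autosomes had. Promoter peaks made up 111 of its 521 peaks (21.3%) against 2403 of 5901 autosomal peaks (40.7%). Of all X peaks, 286 (54.9%) were intergenic and 116 (22.3%) intronic, against 36.2% and 20.2% of all autosomal peaks. The odds ratio of a promoter position was 0.394 (0.315 to 0.491, p = 2.26e-19, Fisher's exact test), and in sets chosen after seeing the data it was 0.225 for peaks with a deposited score of at least the median and 0.512 for peaks under 50% soft-masked, of which 59.6% on the X chromosome and 74.2% on autosomes were promoter peaks.

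Per Mb of sequence, the X chromosome had 3.05 YY1 peaks against a median of 2.21 over the 19 autosomes (1.38 times), behind only chromosome 11 at 3.77. Its distal peaks were the densest of the 20 chromosomes, at 2.40 per Mb against an autosomal median of 1.38, whereas its promoter peaks ranked 17 of 20, at 0.649 per Mb against 0.914. Most X-linked distal peaks lay in repeats: 308 of 410 (75.1%) had at least 90% of their bases soft-masked in the reference, as had 2345 of 3498 autosomal distal peaks (67.0%), and the density of such peaks was 1.80 per Mb on the X chromosome against 0.992. For the other distal peaks the X chromosome ranked 5 of 20, at 0.596 per Mb against 0.423. The masked distal peaks of both groups lay largely in sequence that recurs in the genome, since in the median X-linked one only 12.6% of 81-base windows occurred at a single place. In exact two-sided rank tests over 20 chromosomes the p was 0.2 for all peaks, 0.4 for promoter peaks and 0.1 for distal peaks, and 0.1 is the smallest p this number of chromosomes allows. With only peaks under 50% soft-masked, chosen after seeing the data, the X chromosome fell to 0.894 times the autosomal median.

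**Figure D1:**
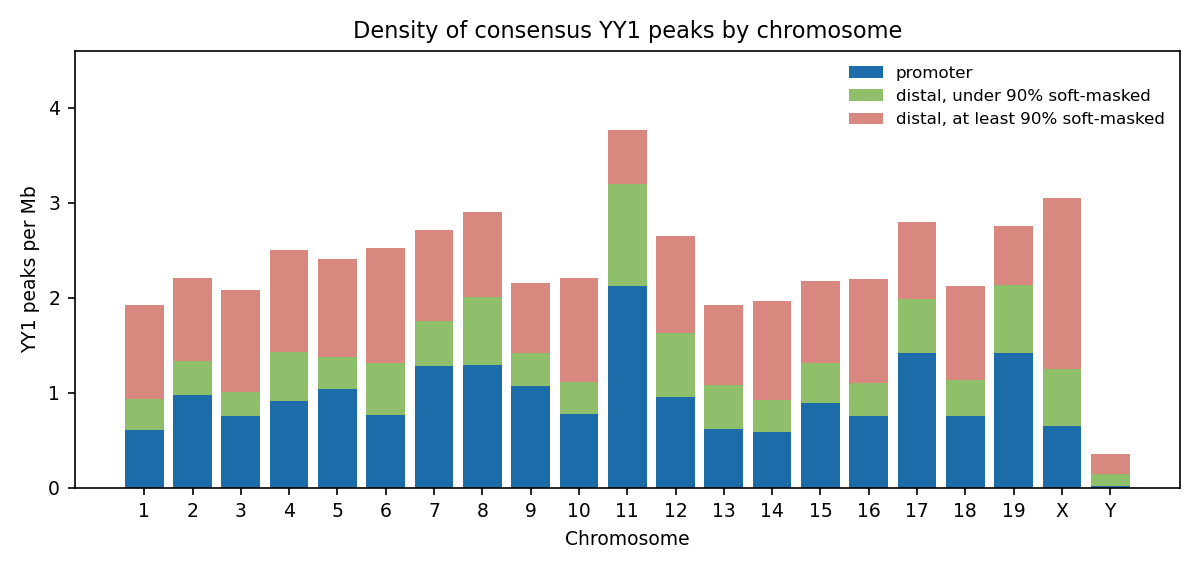
Consensus YY1 peaks per Mb (vertical axis) for each chromosome (horizontal axis), split into promoter peaks, distal peaks under 90% soft-masked and distal peaks at least 90% soft-masked. The X bar reaches 3.05 per Mb, of which 1.80 are masked distal peaks, and chromosome 11 reaches 3.77, of which 2.12 are promoter peaks.

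YY1 peaks covered TSSs far more often than chance placement gave. A TSS base lay inside 2065 of the 6455 peaks (32.0%), against a mean of 78.0 ± 8.95 (SD) over 1000 random circular shifts of the peaks along their chromosomes, with 105 in the highest shift. In total, 2226 of 21774 protein-coding genes (10.2%) had a peak over a TSS and are called direct targets. The widest such peak, 2449 bp on chromosome 17 from 34118617 to 34121065, covered TSSs of Brd2, a bromodomain reader of acetylated histones, and of the oppositely oriented gene H2-DMa, which encodes a class II antigen-loading protein. Then came Hcfc1 (1967 bp), which encodes a cofactor of many promoter-bound factors, the SET-domain gene Kmt2e (1778 bp), the translation factor gene Eif5 (1741 bp) and the RNA helicase gene Ddx17 (1657 bp). Kansl1, of the NSL histone acetyltransferase complex (1655 bp), Tasor, of the HUSH silencing complex (1626 bp), Ep300, a histone acetyltransferase gene (1555 bp), and the Y-linked gene model Gm52481 (1549 bp) completed the 10 widest. Of X-linked genes 85 of 963 (8.83%) were direct targets and of autosomal genes 2140 of 20558 (10.4%), an odds ratio of 0.833 (0.656 to 1.05, p = 0.129, Fisher's exact test).

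The overlap of peaks with TSSs was 26.5 times the shifted mean, at p = 0.000999 in the one-sided permutation test, the smallest 1000 shifts can give. The ratio was 13.1 with 500 bp either side of a TSS, and, in sets chosen after seeing the data, 57.0 for peaks under 50% soft-masked and 46.2 with curated transcripts. The X-linked odds ratio turned to 1.38 (0.952 to 1.96, exact p = 0.082) among genes with a CpG-rich promoter, where 43 of 187 X-linked genes and 1562 of 8771 autosomal genes were targets. It fell to 0.549 (exact p = 9.13e-05) with peaks scoring at least the median, a set also chosen after seeing the data.

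Genes for mitochondrial and cytosolic protein synthesis and for core transcription were direct targets far more often than other genes. Of 29 gene lists tested against all other protein-coding genes (background 10.2%), 14 had more direct targets and 5 had fewer at an adjusted p under 0.05. Mitochondrial ribosomal proteins stood highest, with 47 of 78 genes (60.3%, odds ratio 13.6, adjusted exact p = 5.70e-26), including Mrps18b, Mrps7 and Mrpl47. Oxidative phosphorylation subunits followed with 41 of 77 (53.2%, odds ratio 10.2, adjusted exact p = 4.86e-20), including the complex I genes Ndufb1, Ndufb11 and Ndufb5. Cytosolic ribosomal proteins had 38 of 86 (44.2%, adjusted exact p = 3.33e-15), among them Rpl5. The adjusted p-values here are from Fisher's exact tests with Benjamini-Hochberg correction over the 29 lists. Mrpl47 and Ndufb5, neighbours in opposite orientation, share 1 peak of 914 bp on chromosome 3 (32736414 to 32737327, score 770), so the lists are not independent of each other.

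Targets were also frequent among splicing factors (23 of 64, including Srsf2, Srsf3 and Srsf5), translation initiation factors (19 of 56, with Eif5, Eif4a1 and Eif4g2), aminoacyl-tRNA synthetases (14 of 37, with Ears2, Yars2 and Farsa). Mediator, the coactivator that bridges enhancers and RNA polymerase II, had 14 of 33, with Med1, Med25 and Med24. The same held for the proteasome (13 of 39, with Psmb5, Psmc5 and Psma2), TFIID (9 of 24, with Taf4, Taf9b and Taf3), mitochondrial import (8 of 22, with Tomm40l, Timm22 and Timm50). It held for the anaphase-promoting complex (6 of 15, with Anapc1, Anapc10 and Cdc26), RNA polymerase subunits (8 of 28, with Polr2a, Polr2m and Polr1a) and replication licensing factors and DNA polymerases (8 of 33, with Cdc45, Mcm6 and Mcm5). The adjusted p of these 10 lists lay between 1.41e-07 for splicing factors and 0.0256 for replication. Among zinc-finger genes named Zfp, which include many KRAB repressors of transposable elements, 74 of 367 were targets (20.2%, adjusted exact p = 4.70e-08). Zfp644, Zfp524 and Zfp442 had the widest peaks, and the Zfp442 peak was 99.3% soft-masked with 6.58% of its 81-base windows at a single place.

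The 5 lists with fewer direct targets were chemosensory receptors, keratins, germ-cell families and Hox genes. None of 1107 olfactory receptor genes (adjusted exact p = 2.37e-52), 53 keratins (0.0096), 77 members of X-linked multicopy germ-cell families (0.00102) and 39 Hox genes (0.0455) was a direct target, and of 350 vomeronasal receptor genes only Vmn2r29 was. The Hox call was lost among genes with a CpG-rich promoter (0 of 19, adjusted exact p = 0.107). The other lists with fewer direct targets had under 5 such genes and could not be tested there. The remaining 10 lists did not pass the threshold: X inactivation regulators (5 of 19, Ctcf, Hnrnpk, Hnrnpu, Rlim and Wtap, adjusted exact p = 0.0554), the chaperonin CCT (3 of 8, 0.0557), INO80 (4 of 15, 0.0783) and Polycomb group (7 of 35, 0.105). Nor did BAF/PBAF (4 of 19, 0.148), fibroblast markers, which stand for feeder cells (0 of 20, 0.298), pluripotency factors (1 of 28, Tet2, 0.397), imprinted genes (2 of 38, Mkrn3 and Ube3a, 0.459), histone genes (7 of 67, 0.872) and neural precursor markers (1 of 18, Hes5, 1). Among genes with a CpG-rich promoter, where 17.9% were targets and 24 lists could be tested, 5 lists passed: mitochondrial ribosomal proteins (25 of 42), oxidative phosphorylation (22 of 44), cytosolic ribosomal proteins (28 of 63), splicing factors (19 of 48) and Mediator (10 of 21). Zfp genes (33 of 140, adjusted exact p = 0.175) and the remaining lists with more direct targets did not pass there.

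**Figure D2:**
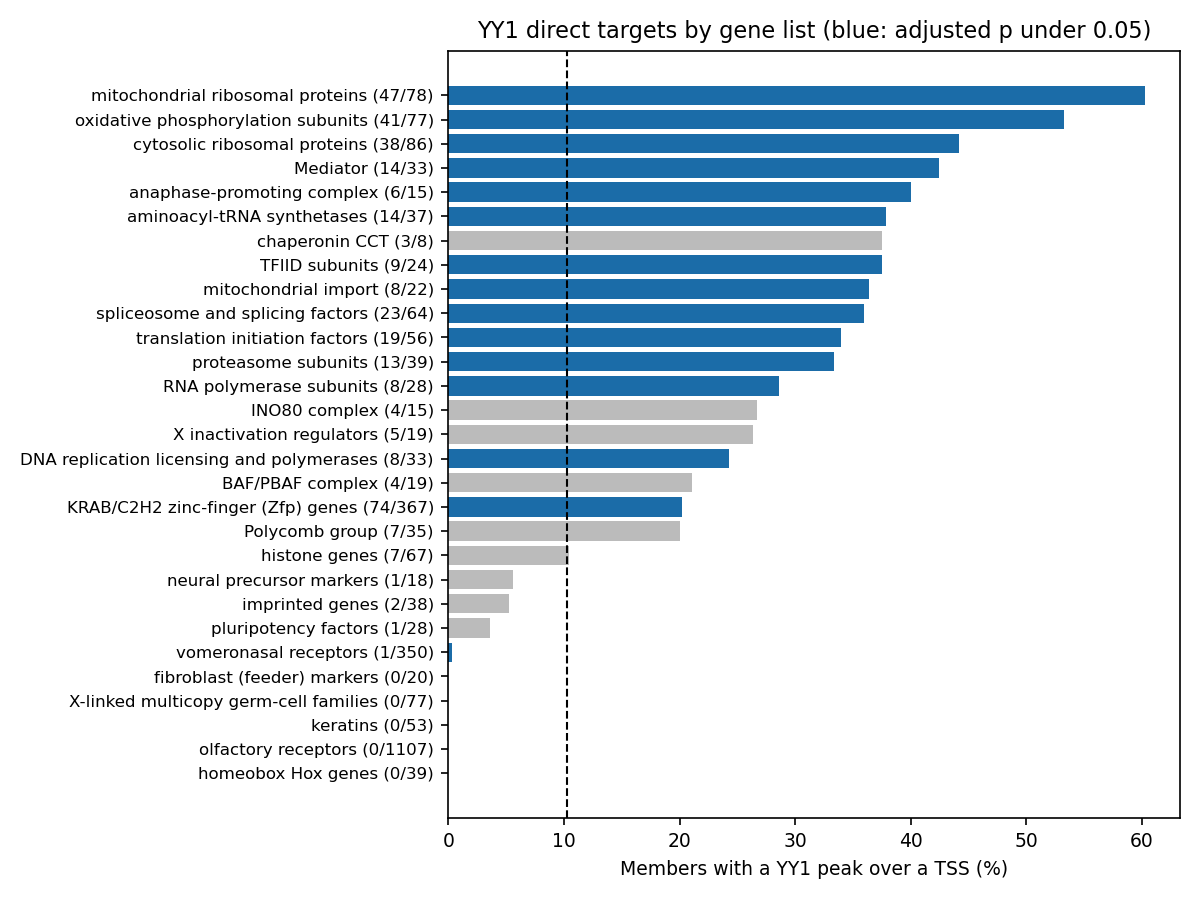
Percent of the protein-coding members of each of 29 gene lists with a YY1 peak over a TSS (horizontal axis), with members and targets in brackets, list by list on the vertical axis; blue bars are lists with an adjusted p under 0.05 and the dashed line is the 10.2% of all protein-coding genes. Mitochondrial ribosomal proteins reach 60.3%, and 4 of the 5 lists with fewer targets stand at 0.

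Whether YY1 sits at genes that resist Xist was addressed by setting the peaks against the silencing classes of X-linked genes, which the study took from earlier published work on RNA libraries after Xist induction that are not analysed here. In uninduced cells, YY1 lay over the TSS of 41 of 130 slow-silencing genes of the iXist-ChrX-Cast list (31.5%, Wilson 95% interval 24.2% to 40.0%). The share was 23 of 130 among intermediate genes (17.7%, 12.1% to 25.2%) and 9 of 129 among fast genes (6.98%, 3.71% to 12.7%). The iXist-ChrX-Dom list gave 26 of 81 slow (32.1%), 17 of 81 intermediate and 6 of 80 fast genes (7.50%). Among medium-expressed genes of the Cast list, 20 of 49 slow and 3 of 36 fast genes were targets, among highly expressed ones 18 of 56 and 4 of 31, and among low-expressed ones 3 of 25 and 2 of 62. In the Dom list these counts were 13 of 33 and 2 of 28, 12 of 25 and 2 of 17, and 1 of 23 and 2 of 35, so its low-expressed slow genes (4.35%) did not exceed the fast ones (5.71%). Highly expressed intermediate genes of the Cast list were targets in 15 of 42 cases (35.7%), against 32.1% of the slow ones. The fast targets were Hsd17b10, Klhl15, Morc4, Rlim, which encodes a ubiquitin ligase that promotes Xist expression, Rps6ka6, Taf9b, Tmsb4x, Zfp280c and Zmat1; these 9 were named after their values were seen.

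The slow-silencing target with the widest peak was Hcfc1 (X chromosome 73965772 to 73967738, over the 5' untranslated exon, score 507). Next were Ndufb11 and Rbm10, a complex I gene and a splicing-regulator gene under 1 peak of 933 bp (20617131 to 20618063), Wdr13 (885 bp), the histone demethylase gene Phf8 (826 bp, score 272), and Brcc3 and Mtcp1 under 1 peak of 760 bp. Zfx, a zinc-finger activator gene (715 bp, score 396), the translation initiation gene Eif1ax (691 bp) and the deubiquitinase gene Usp9x (690 bp) completed the 10 widest. The other slow targets included chromatin regulators (Suv39h1, Kdm5c, Scml2), ubiquitin-pathway genes (Uba1, Usp11, Klhl13), signalling genes (Araf, Rps6ka3, Ikbkg, Cdk16) and transcription and RNA genes (Med14, Tceanc, Upf3b, Gpkow, Zfp182). They also included the translation initiation gene Eif2s3x, the DNA polymerase gene Pola1 and Ogt, which encodes the O-GlcNAc transferase. Also among them were Idh3g, Ssr4, Fundc1, Vbp1, Rpgr, Fam3a, Chm, Sms, Txlng, Igbp1 and Ddx3x. The 41 genes lay under 37 peaks, 4 of them each shared by a pair of oppositely oriented neighbours, with widths of 306 to 1967 bp, and 22 of the genes (53.7%) had a YY1 motif in the peak.

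Slow and fast genes differed with an odds ratio of 6.10 (2.74 to 15.04, p = 5.11e-07) in the Cast list and 5.77 (2.13 to 18.3, p = 0.00012) in the Dom list by Fisher's exact test, and the lists share 232 genes, of which 64 are slow in both. With CpG-rich promoters only, the Cast odds ratio was 3.01 (1.03 to 10.1, exact p = 0.0399), from 22 of 63 slow and 6 of 40 fast genes, and the Dom odds ratio 6.03. Against intermediate and fast genes together it was 3.26 for Cast and 2.82 for Dom, and with peaks at least as wide as the median it was 4.49 for Cast, on 5 fast targets, and 8.76 for Dom, on 2. Position along the X chromosome, which the study names as a major influence on silencing rate, was not stratified. Neighbouring genes may share a class, so the genes are not fully independent.

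YY1 also overlapped more of the X-linked regulatory elements (REs) that the study classed as persistently accessible than of those it classed as depleted. These classes come from ATAC-seq time courses not analysed here and cover the X chromosome up to Xist. A YY1 peak overlapped 72 of 395 persistent REs (18.2%, Wilson 95% interval 14.7% to 22.3%) and 34 of 395 depleted REs (8.61%, 6.22% to 11.8%), an odds ratio of 2.36 (1.51 to 3.77, p = 9.80e-05, Fisher's exact test). Promoter REs carried YY1 most often, 34 of 92 persistent (37.0%) and 14 of 90 depleted ones (15.6%), while distal REs did so in 38 of 303 and 20 of 305 cases. Among REs bound by CTCF, the insulator protein, YY1 peaks overlapped 25 of 107 persistent and 3 of 62 depleted elements. The study placed most CTCF sites of the Firre and Dxz4 loci, described below, among the persistent REs. Such neighbouring elements are not independent. These loci were not left out, so how far they carry the CTCF and distal differences was not tested. At distal REs without CTCF the difference did not pass the test, with 23 of 213 persistent (10.8%) and 19 of 257 depleted (7.39%), an odds ratio of 1.51 (0.764 to 3.04, exact p = 0.255).

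**Figure D3:**
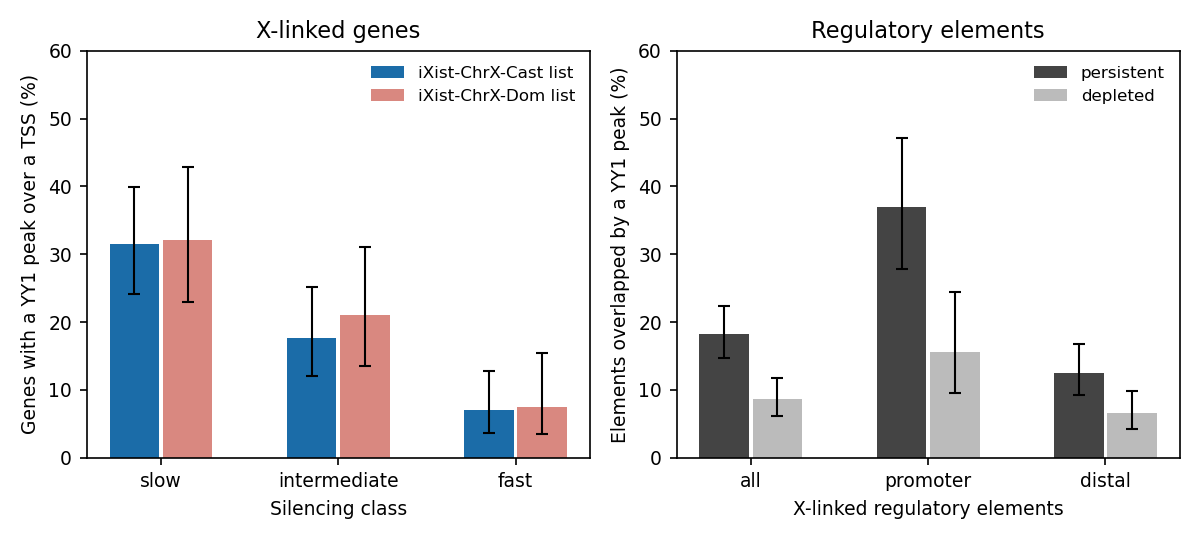
Left, percent of slow, intermediate and fast X-linked genes with a YY1 peak over a TSS, for the iXist-ChrX-Cast and iXist-ChrX-Dom lists; right, percent of persistent and depleted REs overlapped by a YY1 peak, for all, promoter and distal REs. Error bars are Wilson 95% intervals; the shares fall from 31.5% and 32.1% in slow genes to 6.98% and 7.50% in fast genes, and from 37.0% to 15.6% between persistent and depleted promoter REs.

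At the X inactivation centre, YY1 bound inside Xist, in exon sequence 736 bp from the nearest Xist TSS (103481572 to 103482497, 926 bp, score 171, with a motif). That peak also lies within the antisense gene Tsix, which held 3 peaks, the highest-scoring in an intron (103448331 to 103449713, score 292). Jpx and Ftx, non-coding genes of the same region, had no peak in the gene body. Firre, a non-coding gene with CTCF-rich repeats, held 14 intronic peaks and 4933407K13Rik, at the Dxz4 macrosatellite where the inactive X folds, held 6 intronic peaks. The Dxz4 peaks lay partly in repeated sequence, with 8.15% to 67.1% of their 81-base windows at a single place, against 87.7% to 100% at Firre.

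Of the other X-linked loci fixed in advance, Hcfc1, Ogt, Kdm5c, Ddx3x, Eif2s3x, Atrx, Rlim and Slc25a5, which encodes an ADP/ATP carrier, had a peak over a TSS. Kdm5c, Ddx3x and Eif2s3x are known to escape X inactivation in mouse, and Kdm6a, another escapee, had its nearest peak 226 bp from a TSS. Huwe1 and Hprt had one 193 and 125 bp away. Bcor had 2 intronic peaks, the nearer 7227 bp from a TSS, and Pgk1, Kantr and Yy2, a retroposed relative of Yy1, had none in the gene body. On autosomes, the Yy1 gene itself carried a peak with a motif in coding exon sequence, 366 bp from the TSS (chromosome 12, 108793663 to 108794385, score 604). The imprinted genes Peg3 and Gnas carried wide intragenic peaks of 2614 and 1847 bp that began 613 and 602 bp from a TSS. The pluripotency genes Pou5f1, Nanog and Sox2 had no peak in the gene body, and Zfp42 (Rex1), itself related to Yy1, had one 26 bp from a TSS. Nespas, also on the fixed list, was not matched in the annotation used.

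**Figure D4:**
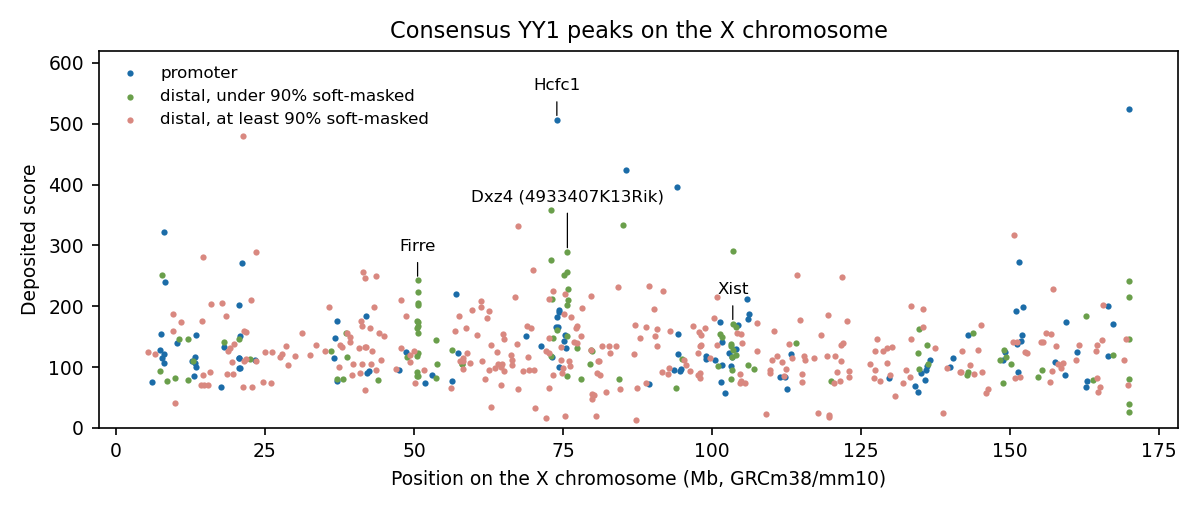
Deposited score (vertical axis, no unit) against position in Mb on the X chromosome (horizontal axis, GRCm38) for all 521 X-linked consensus YY1 peaks, coloured by class. The Hcfc1 promoter peak stands at 507 near 74 Mb, the Firre and Dxz4 peaks form vertical stacks of 14 and 6, and masked distal peaks are spread along the chromosome.

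The YY1 motif AANATGGCG, searched on both strands, was present in 3990 of 6440 peaks (62.0%) and in 44 of 6440 flanking regions of equal width 5 kb away (0.683%). In 3962 pairs only the peak had it and in 16 only the flank, p at most 1e-300 in the exact two-sided McNemar test. Distal peaks had the motif more often than promoter peaks, 2901 of 3939 (73.6%) against 1092 of 2516 (43.4%), an odds ratio of 0.274 for promoters (0.246 to 0.306, p = 3.76e-131, Fisher's exact test). Most distal peaks lie in repeats, and copies of 1 repeat can carry the same motif. Such peaks are not independent units, so this interval and p overstate the precision. Masked distal peaks had it most often: 92.5% of those on the X chromosome and 90.8% of those on autosomes had the motif, against 55.9% and 35.6% of the other distal peaks and 50.5% and 43.1% of promoter peaks. The order turned among peaks under 50% soft-masked, chosen after seeing the data, with 1071 of 2477 promoter peaks (43.2%) and 247 of 904 distal peaks (27.3%), an odds ratio of 2.03 (exact p = 1.64e-17). It also turned with the longer motif AAGATGGCGGC, present in 311 promoter peaks (12.4%) and 48 distal peaks (1.22%), an odds ratio of 11.4 (exact p = 1.60e-82).

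X-linked distal peaks had the motif in 342 of 410 cases (83.4%, 79.5% to 86.7%) and autosomal distal peaks in 2540 of 3498 (72.6%, 71.1% to 74.1%), an odds ratio of 1.90 (1.44 to 2.52, p = 1.37e-06, Fisher's exact test). Here too, peaks in copies of 1 repeat are not independent units. Among peaks at least as wide as the median the shares were 88.8% and 88.2%, with an odds ratio of 1.06 (0.703 to 1.65, exact p = 0.839). Among peaks under 50% soft-masked the odds ratio was 3.09, from 38 of 74 X-linked and 209 of 822 autosomal peaks.

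Few peaks lay in dense clusters, and clusters took a larger share of X-linked than of autosomal peaks. There were 12 clusters of at least 5 peaks, each within 20 kb of the next, with 105 peaks in all. The largest, 17 peaks on chromosome 11 (3112543 to 3193420), covered the centrosomal gene Sfi1 and the pseudogene Pisd-ps1, with a median score of 1052, and the next, 16 peaks on chromosome 8 (123537455 to 123612287), covered 5S ribosomal RNA genes at a median score of 21.3. Firre followed with 14 peaks (X chromosome 50566415 to 50632958), then 10 peaks near the end of the Y chromosome (90725844 to 90786285) and 7 on chromosome 17 (14978569 to 15041666), over gene models around Tcte3 and Ermard. The other X-linked clusters were 7 peaks at Mid1 and Erdr1 in or near the pseudoautosomal region (169981544 to 170022058) and 6 at Dxz4 (75733440 to 75759347). The motif occurred in 10 of the 14 Firre peaks, 4 of the 6 Dxz4 peaks and 1 of the 7 Mid1 peaks, and in none of the peaks of the chromosome 11, chromosome 8, chromosome 17 and Y clusters. In the median peak of the chromosome 8, chromosome 17 and Mid1 clusters no 81-base window occurred at a single place.

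Clusters took 27 of 521 X-linked peaks (5.18%) and 68 of 5901 autosomal peaks (1.15%), an odds ratio of 4.69 (2.86 to 7.50, p = 3.69e-09, Fisher's exact test, which ignores that clustered peaks are not independent). The odds ratio was 1.82 with clusters of 3 or more peaks and 1.44 with gaps up to 100 kb, and it rose to 19.5 with wide peaks, 7.73 with high-scoring peaks and 10.2 with peaks under 50% soft-masked, the last 2 chosen after seeing the data. Without peaks within 10 kb of an input region, clusters took 20 of 514 X-linked and 42 of 5840 autosomal peaks, an odds ratio of 5.59. Part of the clustered peaks therefore lay near input regions.

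The input libraries gave the background set. It held 248 regions of 72 to 6263 bp (median 571 bp), with 211 on autosomes, 17 on the X chromosome, 18 on the Y chromosome and 2 on the mitochondrial genome, and chromosome 8 held the most, 29. No YY1 peak overlapped an input region, since the authors had subtracted them, 18 YY1 peaks lay within 1 kb of an input region and 76 (1.18%) within 10 kb.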

Values the study reported

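The study reported 2168 direct YY1 targets across the genome, counted as genes whose TSS a YY1 peak overlaps directly. It reported that the YY1 motif was about 3-fold more frequent in persistent than in depleted X-linked REs, a measure of motifs and not of peak overlap. From its consensus YY1 peaks the study also reported that persistent REs were bound more often than depleted ones. By peaks over TSSs it also linked direct targets to the slow silencing class. Its further evidence came from silencing halftimes, residual expression from the inactive X and YY1 degradation, none of which was examined here. The comparisons of silencing classes and REs above repeat the study's overlap comparisons on the same peaks and are not independent support.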

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

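For the Y chromosome, the test on peaks beyond 90 Mb and the interval used to judge shared reads were chosen after the result was seen, and the list of Y genes was written after the count of Y promoter peaks was known. A signal appeared outside the comparisons above: 33 consensus YY1 peaks lay on the Y chromosome, although the lines are XX, and the input libraries gave 18 regions there. Y-bearing cells in the cultures stay open: 0 of 8 Y genes whose X partner has a promoter peak had one themselves (Kdm5d, Uty, Ddx3y, Eif2s3y, Usp9y, Uba1y, Zfy1 and Zfy2), but at unknown depth such peaks in a minority of cells could go undetected. Reads shared with the X chromosome or autosomes also stay open. The median share of 81-base windows found at a single place was 11.5% over the 33 peaks, 20 of which were masked repeats. None of the 21 peaks below 90 Mb reached 50%. Windows were counted over all chromosomes, the Y chromosome included, so copies on the Y chromosome cannot be told from copies elsewhere. For the 12 peaks beyond 90 Mb, in or near the pseudoautosomal region, the median was 61.9% with 7 of 12 at 50% or more. These are so few peaks that shared reads and other sources cannot be told apart. The pseudoautosomal region is shared between the X and Y chromosomes, so reads from XX cells could be placed on Y positions there. On the Y chromosome 8 peaks lay within 10 kb of an input region, all of them beyond 90 Mb. Background near input regions was not tested as a source. The Y cluster there covers Erdr1 and Mid1-ps1, and an X-linked cluster covers Mid1 and Erdr1. No biological explanation was tested, since the design gives none.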

How the results depend on the processing

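The filters on score, on soft-masking, to curated transcripts, to protein-coding silencing genes, to distal REs and to REs without CTCF, each alone, were chosen after the results were seen. Of 96 values recomputed under an alternative, 88 kept their direction and their side of the threshold, or, for counts of gene lists, stayed within 1.5 times. The odds ratio of slow against fast genes stratified by expression class was 4.71 (exact p = 4.49e-05) for the Cast list and 5.11 (exact p = 0.000734) for the Dom list. With peaks under 50% soft-masked, the X chromosome density fell to 0.894 times the autosomal median, and promoter peaks had the motif more often than distal peaks (odds ratio 2.03); by construction, this filter removes the masked distal peaks. With AAGATGGCGGC the motif was also more frequent in promoter peaks (11.4). Among CpG-rich promoters the X-linked odds ratio of being a target turned to 1.38 (exact p = 0.082; neither value passed the threshold), and 5 gene lists passed in place of 19, from fewer genes and 24 lists. With peaks scoring at least the median the lower X-linked target share passed the threshold (0.549, exact p = 9.13e-05). The RE difference lost its call at distal REs without CTCF (1.51), though not at all distal REs (2.04, exact p = 0.013) or all REs without CTCF (1.90, exact p = 0.0105), and the X-linked motif excess lost it among wide peaks (1.06). Apart from the change with soft-masking, the cause was not tested. No paired analysis was possible because the deposited sets pool all libraries and hold no column per replicate, and for the same reason no library could be left out. Depth per library is unknown, so sites absent from the set cannot be told from sites below detection.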

Other observations

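The tests on motif position, the count with merged clusters and the resampled interval of the motif-site ratio were chosen after the results were seen. At promoters, the YY1 motif lay mostly just inside genes and pointed along them. In 1004 promoter peaks of protein-coding genes with a motif within 500 bp of the TSS, taking the motif nearest to the TSS, it lay downstream in 73.0% and read in the direction of the gene in 71.0%, at a median of 23 bp downstream. Downstream motifs were in the sense direction in 76.7% (562 of 733) and upstream ones in 55.7% (151 of 271). The motif contains ATG, and in 373 peaks (37.2%) that ATG was an annotated start codon. Part of this geometry may belong to the sequence alone, since motif sites near TSSs but outside peaks were downstream in 64.3% of 502 cases, in the sense direction in 59.0% and on a start codon in 19.3%. Some of these sites may be bound below detection, so this was not settled. Sites in peaks exceeded this, with 70.5%, 71.0% and 34.7% of 1089 sites, least for the downstream position (odds ratio 1.33, 1.05 to 1.67, exact p = 0.0147; odds ratio for a start codon 2.22, 1.71 to 2.89, exact p = 2.32e-10). Of 791 sense motifs downstream of a TSS 73.8% were in a peak, against 63.1% of the 800 other sites (odds ratio 1.65, 1.32 to 2.05, exact p = 4.46e-06). Types of promoter were not separated here.

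The 2 highest scores of the set came from repeat sequence. The 9000 bp peak at the start of the assembled chromosome 9 (3000178 to 3009177), 96.8% soft-masked, had a score of 31533, and its neighbour (3009796 to 3014014) had 8044. The next 8 were 4 peaks on chromosome 8 between 19784059 and 20550638, which reached 2238, and 4 at Sfi1 on chromosome 11, which reached 1743, and none of these 8 met the 90% bound for masked peaks. The 4 on chromosome 8 held the motif, but only 43.5% to 60.3% of their 81-base windows occurred at a single place. The 4 at Sfi1 held no motif, with 100% of windows at a single place. The median score of the whole set was 126, and whether such high scores reflect YY1 binding was not tested. These were picked after their values were seen.

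Most distal peaks lie in soft-masked repeats, and the tests bear on how such peaks arise. In the 2673 masked distal peaks the median share of 81-base windows found at a single place was 10.7%, against 100% in other distal peaks, so reads shared between near-identical copies may place part of this signal at copies that YY1 does not bind. YY1 at the 5' end of LINE-1 elements, retrotransposons whose human 5' promoter is known to hold a YY1 site, is a candidate source: a LINE-1 reverse-transcriptase signature lay within 8 kb of 92.6% of these peaks and of 19.6% of the same peaks moved by 50 kb, a ratio of 4.72 (4.37 to 5.102), with 17.5% in other distal peaks. Neither the moved positions nor the other distal peaks were matched for soft-masking, so part of the ratio may come from comparing repeats with other sequence. The signature shows that LINE-1 coding sequence is near, not that the peak is at the promoter. The explanations do not exclude each other, and no biological explanation was tested against a group of the design.

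The X chromosome had the highest density of distal peaks. A few large clusters are argued against, since with peaks within 20 kb counted as 1 the X chromosome kept rank 1, at 2.10 per Mb against a median of 1.25. More motif-bearing repeat copies on the X chromosome stay open as a cause. Masked motif sites were denser there (13.1 against 9.10 per Mb). A site also lay in a peak more often, in 41.9% against 31.3%. That ratio of 1.34 (1.22 to 1.46, from resampling 10 kb bins) was over the bound of 1.2 set beforehand. More copies of all such repeats alike would not give this ratio. The sites were not split by repeat class, however, and more copies of the classes that YY1 binds could give it. The age of the copies and the placement of shared reads could contribute and were not tested on this ratio. No biological explanation was tested.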
